A study of Homo sapiens with 42 samples.

How the data were processed

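ATAC-seq libraries of PC9, H1975, HCC827 and HCC2935 cells were analysed from the deposited tables, 42 libraries in 14 groups of 3. The authors deposited, for each line, a table of raw counts in regions of equal width, with a column for each library. A second deposited table per line held a subset of these regions with the authors' gene annotation. Its counts were the same as in the first table. The authors also deposited a peak list per library, in which the q value of each peak is given as −log10. Titles, series design and file names give ATAC-seq, while the extraction protocol in the labels describes chromatin immunoprecipitation of H3K27ac, and the values were read here as ATAC-seq. The labels do not say whether osimertinib was kept during the 3 days of AZD5153 in the sequential combination. The aligner, the peak caller, the counting tool and the genome build are not given in the sources used here. Of 21599 gene IDs in the authors' annotation, 21583 were found in a GRCh38.p14 gene table, and 99.87% of these overlapped the gene given there. No genome sequence was used, so motif and GC content analyses were left out.

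Total counts per library were 3989287 to 5113979 in PC9 control, 4873822 to 5136258 in PC9 DTP, 5002523 to 5193390 in PC9 AZD5153 and 4741173 to 5125972 in PC9 combo. They were 7853163 to 9043320 in H1975 control, 8321788 to 9547244 in H1975 DTP, 6200672 to 9435270 in H1975 AZD5153 and 8575688 to 10062505 in H1975 combo. In HCC827 they were 2443177 to 3629743 in control, 1892994 to 4242868 in DTP and 1724680 to 3603589 in combo. In HCC2935 they were 3968690 to 5490121 in control, 6032567 to 6996320 in DTP and 5770046 to 8066287 in combo. Totals cover the regions of the tables and not all reads. The assignment of columns to peak lists was checked at peaks called in 1 library only of its group. There the own column was the highest of the group for all 42 libraries. Columns of other groups were not compared, so an exchange of libraries between groups was not tested directly.

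The design, the tests, the rule for named regions and most alternatives were chosen before the data were examined. Each line was fitted with edgeR 4.0.16 in R 4.3.3, with all groups of the line in 1 fit, TMM factors, the filterByExpr filter and group means only. Regions were tested by the quasi-likelihood F test and called at a Benjamini-Hochberg adjusted p under 0.05 over the regions tested in the line. The contrasts were DTP against control, combo against DTP, AZD5153 against control, and their interaction in PC9 and H1975. Log2 CPM values used a prior count of 2. A joint fit over regions matched in the 4 tables by a reciprocal overlap of at least 50% tested the interaction of DTP with cell line. Peak numbers and retention of the DTP state were compared by exact two-sided permutation tests in scipy 1.17.1. Promoter sets were tested by camera in limma 3.58.1 with a preset correlation of 0.01, against the other promoter regions within 1 kb of a transcription start, and adjusted over the 16 tests. Calls shared by all lines were compared with 10000 shuffles of the calls among matched regions. Medians of regions on each chromosome and in bins of 10 Mb with at least 50 regions were taken for each contrast.

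Named regions had to be past the threshold, with every library of one group above every library of the other and a mean above the median of tested regions, on chromosomes 1 to 22 or X. Among these the 2 largest rises and the 2 largest falls were named for DTP against control, and the largest rise and fall for the other contrasts. No separation of libraries was asked for the interaction. Among regions called the same way in all lines, the 3 in each direction with the largest smallest change were named. The promoters of 8 genes were read in addition. A region that the rule named for AZD5153 against control in H1975 is not reported here. Symbols are those of the authors' annotation, or of the nearest annotated transcription start where a region was outside the annotated table. For regions with 0 to 3 counts in a group, CPM ranges are given and no fold.

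Replicate numbers were checked for pairing by the correlation, between groups, of each library's deviation from its group. In HCC827 it was 0.313 to 0.827, so a fit with the replicate number as a block was set beside the counts. Pairs of libraries of a group were compared with counting noise by the variance of their difference over regions with at least 20 counts in the pair, also at the 5% of regions with the highest counts. Because PC9 and H1975 pairs lay near counting noise, alternatives with the dispersion of HCC2935, with and without summing the libraries of a group, were added after seeing the data. Removal of regional medians in each library was also added then.

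The alternatives were DESeq2 size factors, library size only, loess offsets, DESeq2 1.42.0 in place of edgeR, limma voom with sample quality weights, no filter, a filter at a mean of 50 counts, the authors' annotated regions only, a log2 fold change of at least 1, the groups compared only, the replicate block, promoters within 10 kb, a matching overlap of 1 bp, peaks of −log10 q of at least 5, peaks merged where they overlapped or adjoined, fry, camera with an estimated correlation, and each library left out in turn. The tests were tried on simulated data built from each line's own means and dispersion trend with 200 changed regions. Of the 66 regions given a 4-fold change, edgeR recovered 75.8% in PC9, 83.3% in H1975, 77.3% in HCC2935 and 3.0% in HCC827. It recovered 59.1% of 66 in the joint fit, which was simulated with 1 dispersion trend for all lines. Of the 67 given a 2-fold change it recovered 37.3%, 44.8%, 26.9% and 1.5% in the same order, and 20.9% in the joint fit. Random sets of 20 regions had a camera p under 0.05 in 2 to 9 of 200 draws per line. Tables and figures were made with the data.table package (version 1.17.8), Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.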

Results

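Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, per the titles and the series design, in 4 lung adenocarcinoma lines with an activated EGFR gene (PC9, H1975, HCC827 and HCC2935). The 42 libraries fell into 14 groups of 3, which the labels give as biological triplicates. Drug tolerant persister (DTP) cells had been kept in 500 nM osimertinib, an EGFR inhibitor, for 24 days. Cells of the sequential combination (combo) had received osimertinib for 21 days and then 150 nM AZD5153, a second drug, for 3 days. Control cells had grown without drug for 21 days and had then been given DMSO for 3 days. In PC9 and H1975 a further group had received AZD5153 alone for 3 days after 21 days without drug. The comparisons asked which regions differed between DTP and control cells, what AZD5153 changed in DTP cells and in untreated cells, and how far the changes were shared between lines.

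The deposited tables held raw counts for 502962 regions in PC9, 496892 in H1975, 350366 in HCC827 and 361905 in HCC2935, all of the same width. Total counts per library ranged from 3989287 to 5193390 in PC9 and from 6200672 to 10062505 in H1975. They ranged from 1724680 to 4242868 in HCC827 and from 3968690 to 8066287 in HCC2935. After the filter on low counts, 126506 regions were tested in PC9, 191202 in H1975, 82309 in HCC827 and 154179 in HCC2935.

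Libraries of a group were compared in pairs before they were used as replicates. In PC9 the variance between 2 libraries of a group was 0.959 to 1.04 times that of counting noise, and 8 of the 12 pairs showed no excess over it. In H1975 the ratio was 0.966 to 1.223, with no excess in 5 of the 12 pairs. It was 1.206 to 8.764 in HCC827 and 1.177 to 1.828 in HCC2935, where all pairs of both lines exceeded counting noise. The biological coefficient of variation fitted by edgeR was 0.99% in PC9, 3.2% in H1975, 10.15% in HCC2935 and 45.05% in HCC827. The spread available for tests in PC9 and H1975 was thus close to that of repeated counting. Counts of called regions are therefore also given with the 3 libraries of each group summed to 1 sample and the dispersion taken from HCC2935. This is no guard in HCC827, where the fitted dispersion of 0.203 lies above the 0.0103 of HCC2935. For that line such counts are given only among the alternatives in processing, with this limit. In HCC827, libraries of the same replicate number deviated together, most of all those of replicate 3 (correlation 0.604 and 0.827). A replicate 3 that stands apart in each group also makes replicates 1 and 2 deviate together. Pairing by number is thus not shown for replicates 1 and 2. A fit with the replicate number as a block is given beside the counts it changed.

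**Figure D1:**
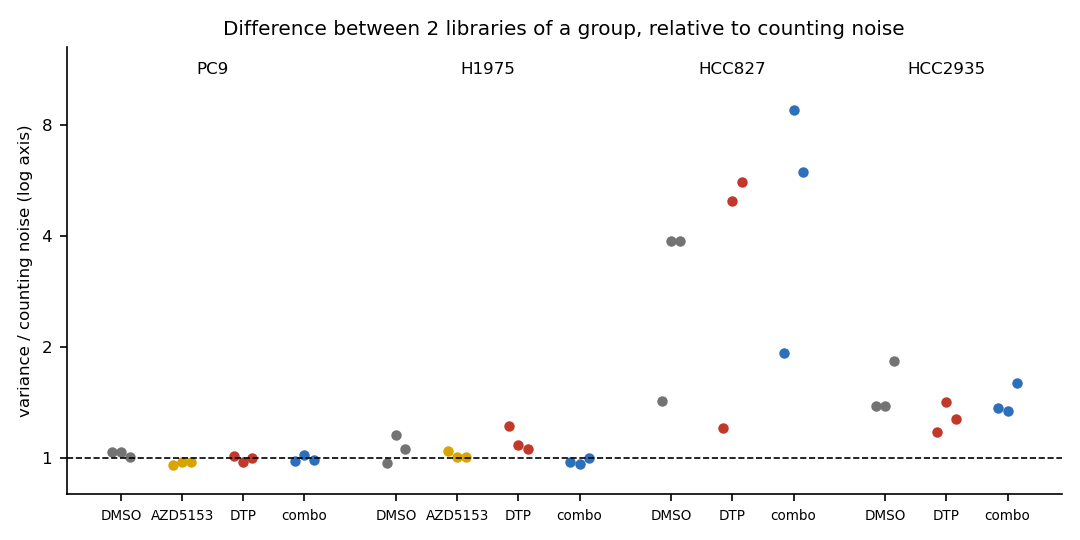
Variance between 2 libraries of a group divided by that of counting noise (log axis), with 1 point for each pair of libraries and groups on the horizontal axis. The PC9 points lie between 0.959 and 1.04, around the dashed line at 1, and the HCC827 points reach 8.764.

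The number of peaks that the authors called in each library was compared between groups by an exact two-sided permutation test, whose smallest possible p with 3 libraries against 3 is 0.1. PC9 had 173371 ± 1073 peaks in DTP and 150601 ± 20033 in control libraries (SD, n = 3; exact permutation p 0.1). In H1975 the numbers were 221056 ± 4627 and 189379 ± 12378 (SD, n = 3; exact permutation p 0.1). HCC827 had 105055 ± 67150 against 90565 ± 65729 (SD, n = 3; exact permutation p 1.0), and HCC2935 had 116287 ± 7734 against 167886 ± 58687 (SD, n = 3; exact permutation p 0.4). Combo libraries had 157700 ± 6213 peaks in PC9 and 199608 ± 9500 in H1975, below the DTP libraries in both lines (SD, n = 3; exact permutation p 0.1 in each). They had 89484 ± 47750 in HCC827 (SD, n = 3; exact permutation p 0.8 against DTP) and 111816 ± 15816 in HCC2935 (SD, n = 3; exact permutation p 0.6 against DTP). AZD5153 libraries had 157484 ± 8266 in PC9 and 179196 ± 45943 in H1975 (SD, n = 3; exact permutation p 0.8 against control in each). The 10 comparisons form 1 family, in which no p could pass 0.05. The lowest −log10 q in a list ran from 1.3 to 2.56 between libraries, so the lists were not called to the same depth. With only peaks of −log10 q of at least 5, the DTP minus control difference changed sign to -1551 in PC9 and to -3732 in HCC827 (n = 3; exact permutation p 0.8 in each). In HCC2935 it changed sign to 24238, with 79594 to 93092 such peaks in DTP and 52807 to 73768 in control libraries (n = 3; exact permutation p 0.1). In H1975 that difference fell from 31677 to 5743 (n = 3; exact permutation p 0.3). The combo minus DTP difference fell in size from -21448 to -9908 in H1975, where the groups then overlapped (n = 3; exact permutation p 0.2), and from -15671 to -3143 in PC9 (n = 3; exact permutation p 0.1). Single libraries also changed the size or the sign. Without control replicate 1 the DTP minus control difference of 22770 in PC9 was 11329 and that of -51599 in HCC2935 was -85437, and without control replicate 2 the HCC2935 difference was -33163. Without control replicate 1 the AZD5153 minus control difference in PC9 was -4558, and without AZD5153 replicate 3 that in H1975 was 14011. In HCC827 the DTP minus control difference was -11782 without DTP replicate 3 and -8733 without control replicate 2. The combo minus DTP difference there was 10701 without DTP replicate 3 and 9830 without combo replicate 1. In HCC2935 the combo minus DTP difference was 2168 without combo replicate 3.

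Regions that differed between DTP and control cells were called by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. In PC9 40150 regions were called, of which 19460 were higher and 20690 lower in DTP, and with libraries summed 20553 were called. The PC9 split turned to 22054 higher and 18417 lower with library size scaling and to 12089 and 10160 at a log2 fold change of at least 1. The alternative that moved the PC9 count most, a filter at a mean of 50 counts per library, left 7740. H1975 had 99151 called regions, 47520 higher and 51631 lower, and 63258 with libraries summed. Scaling by library size alone turned the H1975 split to 64376 higher and 41472 lower, with the median of all tested regions at 0.22 on the log2 scale. In HCC2935 57525 regions were called, 28799 higher and 28726 lower, and 42481 with libraries summed. No filter gave 35899 higher and 23555 lower in HCC2935, and limma voom 27443 and 31410. In HCC827 only 18 regions were called, 13 higher and 5 lower, against 6137 at an unadjusted p under 0.05. The block by replicate number raised the HCC827 count to 3191, of which 1776 were higher, while DESeq2 called 434 (349 higher and 85 lower). The larger direction in HCC827 turned to 27 higher and 42 lower with limma voom and to 12 and 28 with the filter at 50 counts. No region was called in HCC827 by edgeR without control replicate 1, 2 or 3, or without DTP replicate 1 or 2. All libraries of one group lay above all of the other at 41.6% of tested regions in PC9, 56.1% in H1975 and 47.2% in HCC2935. In HCC827 the share was 14.3%. Chance gives 10% if the libraries can be exchanged. In HCC827, libraries of the same replicate number deviated together, so the chance share there is not known to be 10%. Of the regions in the authors' annotated tables, promoters made up 47% of those higher and 34.7% of those lower in PC9 DTP, against 58.6% of those not called. The corresponding shares were 47.2%, 34.2% and 58.6% in H1975, and 40.2%, 31.1% and 51.8% in HCC2935.

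**Figure D2:**
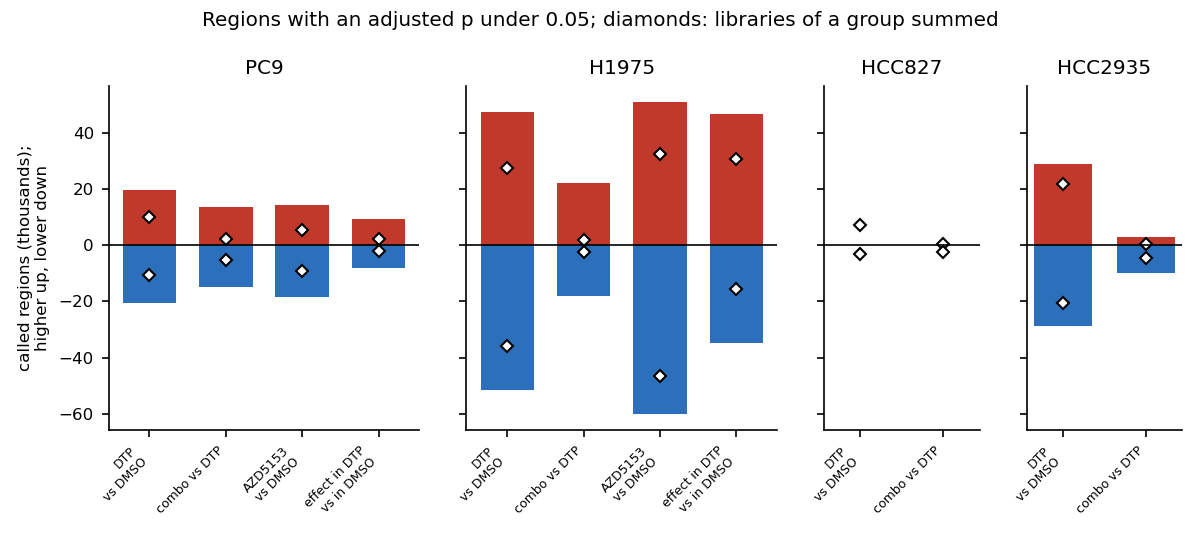
Regions called by edgeR at an adjusted p under 0.05 in each comparison and line, on an axis in units of 1000 regions, with bars up for higher and down for lower; open diamonds give the counts with the libraries of each group summed to 1 sample and the dispersion of HCC2935, which is smaller than that of HCC827. The H1975 bars for AZD5153 against control (51038 higher, 60100 lower) are the tallest, and those of HCC827 (13 higher and 5 lower, and 0) are too short to see.

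The regions with the largest changes among those above the median abundance were named by a rule fixed in advance, with values in CPM (counts scaled by the size of the library). Coordinates are 1-based and as in the deposited tables, whose genome build is not given in the sources used here. In PC9 DTP the largest rises were in a distal intergenic region nearest to HSPA4L (chromosome 4, 127845899 to 127846400), with 23 to 24.5 CPM against 0.248 to 1.27 in control libraries (log2 fold change 5.18, SE 0.289, edgeR adjusted p 5.12e-57), and in an intron nearest to LOC105373876 (chromosome 2, 216936896 to 216937397), with 18.5 to 21.1 against 0.248 to 0.761 CPM. The largest falls in PC9 were in introns nearest to CDK3 (chromosome 17, 75993346 to 75993847; log2 fold change -3.79, SE 0.288, edgeR adjusted p 2.62e-33) and TACC2 (chromosome 10, 122183098 to 122183599; -3.29). In H1975 a promoter region of CNTN6 (chromosome 3, 1404161 to 1404662) had 13.3 to 18.7 CPM in DTP and 0 to 0.135 in control libraries (edgeR adjusted p 2.75e-55). A region outside the annotated table, nearest to KDR (chromosome 4, 54958252 to 54958753), had 15.9 to 20.7 against 0 to 0.27 CPM. An intron nearest to SP100 (chromosome 2, 230520760 to 230521261; log2 fold change -6.19, SE 0.19, edgeR adjusted p 1.32e-85) and a distal region nearest to NYAP2 (chromosome 2, 225300907 to 225301408; -5.94) fell most. In HCC2935 the rises were in introns nearest to KIRREL3-AS2 (chromosome 11, 126927514 to 126928015; 8.4 to 13.1 against 0 to 0.218 CPM) and LOC101928627 (chromosome X, 36431680 to 36432181; 13 to 16.5 against 0 to 0.626 CPM). The HCC2935 falls were nearest to LINC02330 (chromosome 14, 87430727 to 87431228; log2 fold change -5.04, and -4.52 with regional medians removed) and MIR5579 (chromosome 11, 79415327 to 79415828; -4.84, and -4.28 with regional medians removed). All 12 of these regions were called under every alternative tried for them.

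In HCC827 DTP the rule named a distal region nearest to LINC01450 (chromosome 7, 40918790 to 40919291), with 24.3 to 47 CPM against 0 to 1.49 in control libraries, and an LGR5 intron (chromosome 12, 71581120 to 71581621; log2 fold change 4.32, SE 0.516). It also named a distal region nearest to GPC1 (chromosome 2, 240385421 to 240385922; log2 fold change -3.47, SE 0.442) and an exon assigned to CASC11 (chromosome 8, 127668734 to 127669235; -2.87, SE 0.386). Their edgeR adjusted p lay between 0.045 and 0.0497 and fell to between 1.06e-05 and 2.97e-05 with the replicate block, within a range over all alternatives from 5.96e-68 to 0.45. None was past the threshold without control replicate 1, 2 or 3 or DTP replicate 1 or 2, nor GPC1 without DTP replicate 3. GPC1 was past the threshold in 11 of 18 alternatives, CASC11 in 12 of 19, and the other 2 in 12 of 18.

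The comparison of combo with DTP asked what 3 days of AZD5153 changed in DTP cells. The labels do not say whether osimertinib was kept in those 3 days, so the comparison also holds any effect of its withdrawal. In PC9 28223 regions were called, 13390 higher and 14833 lower in combo, and 7407 with libraries summed, 2181 higher and 5226 lower. The PC9 split was 10802 higher and 16732 lower with library size scaling, 3186 and 8546 at a log2 fold change of at least 1, and 12354 and 10335 with no filter. In H1975 40201 were called, 22069 higher and 18132 lower, and 4380 with libraries summed; library size scaling turned the split to 14956 higher and 24006 lower, with the median of all regions at -0.11. At a log2 fold change of at least 1 it was 3907 higher and 9146 lower in H1975, with libraries summed 1897 and 2483, and without DTP replicate 1 it was 15997 and 16725. HCC2935 had 12808 called regions, 2933 higher and 9875 lower. Promoters made up 63.7% of the higher and 23.6% of the lower annotated regions there. The count of called regions was 7514 without DTP replicate 1, 6667 without DTP replicate 2 and 7582 without combo replicate 2, and DESeq2 called 4677. In HCC827 edgeR called 0 regions, with 2164 at an unadjusted p under 0.05; DESeq2 and limma voom also called 0, with 1387 and 5698 unadjusted. The replicate block called 25 regions in HCC827, all lower in combo. Separated libraries were found at 35.6% of regions in PC9, 33.9% in H1975, 26.4% in HCC2935 and 7.5% in HCC827. The named rises were in introns nearest to LINC01607 in PC9 (chromosome 8, 79799426 to 79799927; log2 fold change 2.59, SE 0.295, edgeR adjusted p 4.8e-15) and TNS3 in HCC2935 (chromosome 7, 47438595 to 47439096; 2.07), and in a region nearest to GPAT3 in H1975 (chromosome 4, 83890921 to 83891422; 2.39). The named falls were nearest to ZNF543 in PC9 (chromosome 19, 57301949 to 57302450; log2 fold change -3.81, SE 0.239, edgeR adjusted p 4.46e-46), LINC00964 in HCC2935 (chromosome 8, 124856646 to 124857147; -3.50) and the ZNF763 promoter in H1975 (chromosome 19, 11975582 to 11976083; 0 to 0.499 CPM against 2.72 to 3.33).

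AZD5153 in untreated cells was the control arm for the sequential combination. In PC9 32690 regions were called against control, 14159 higher and 18531 lower, and 14657 with libraries summed. The libraries labelled AZD5153 in H1975 differed from control at 111138 regions, 51038 higher and 60100 lower, and at 79085 with libraries summed. Library size scaling gave 65851 higher and 49708 lower in H1975, with the median of all regions at 0.18. Separated libraries were found at 37.5% of regions in PC9 and 61.9% in H1975. Promoters made up 41.7% of the higher and 39.3% of the lower annotated regions in PC9, and 64.2% and 31.8% in H1975. The named regions were an intron nearest to GSG1L (chromosome 16, 27839341 to 27839842; log2 fold change 3.40, SE 0.323, edgeR adjusted p 4.76e-22) and a distal region nearest to ABHD11 (chromosome 7, 73746414 to 73746915; 0 to 1.16 CPM against 18.1 to 22.9) in PC9. In H1975 the named rise was in a promoter region of MIR3936 (chromosome 5, 132365083 to 132365584; 4.13 to 6.44 CPM against 0 to 0.155).

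Whether the change from DTP to combo differed from the AZD5153 effect in untreated cells was tested as an interaction, which holds any effect of osimertinib withdrawal in combo cells as well. In PC9 17424 regions were called, 9256 with a higher and 8168 with a lower effect in DTP, and 4573 with libraries summed. Library size scaling gave 6825 and 10091 in PC9, with the median of all regions at -0.10. H1975 had 81348 called regions, 46621 higher and 34727 lower, and 46007 with libraries summed. Library size scaling gave 34974 and 54319 in H1975, with the median at -0.32. The named regions were nearest to RNF165 (chromosome 18, 46273811 to 46274312; interaction log2 fold change 4.27, SE 0.411, edgeR adjusted p 1.4e-20) and ASMT (chromosome X, 1753898 to 1754399; -4.33) in PC9. In H1975 they were an intron nearest to SGMS1 (chromosome 10, 50470834 to 50471335; 7.13, SE 0.328, edgeR adjusted p 2.38e-55) and a promoter region of RP1L1 (chromosome 8, 10711041 to 10711542; -6.51).

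Changes in H1975 and HCC2935 were in part shared by whole stretches of chromosomes. In bins of 10 Mb, the median change of libraries labelled AZD5153 against control in H1975 ran from -1.36 on chromosome 9 to 1.59 on chromosome 8, with an SD of 0.43 over 297 bins. A shift of at least 0.3 was seen in 48.8% of the bins, which held 51.4% of the called regions. The SD was 0.064 for the same comparison in PC9 and 0.068 for combo against DTP in H1975. For DTP against control it was 0.335 in HCC2935, where bins ran from -1.03 on chromosome 14 to 0.97 on chromosome 11, and 0.212 in H1975, where bins ran from -0.24 on chromosome 7 to 1.46 on chromosome X. In HCC2935 33.9% of bins were shifted by at least 0.3 and held 38.7% of the called regions. With the median of each bin removed in each library, 102238 regions were called for AZD5153 in H1975, 72081 for the H1975 interaction and 49112 for DTP in HCC2935. Of the called regions in bins, 79.8%, 75.6% and 72.9% were among those called again.

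**Figure D3:**
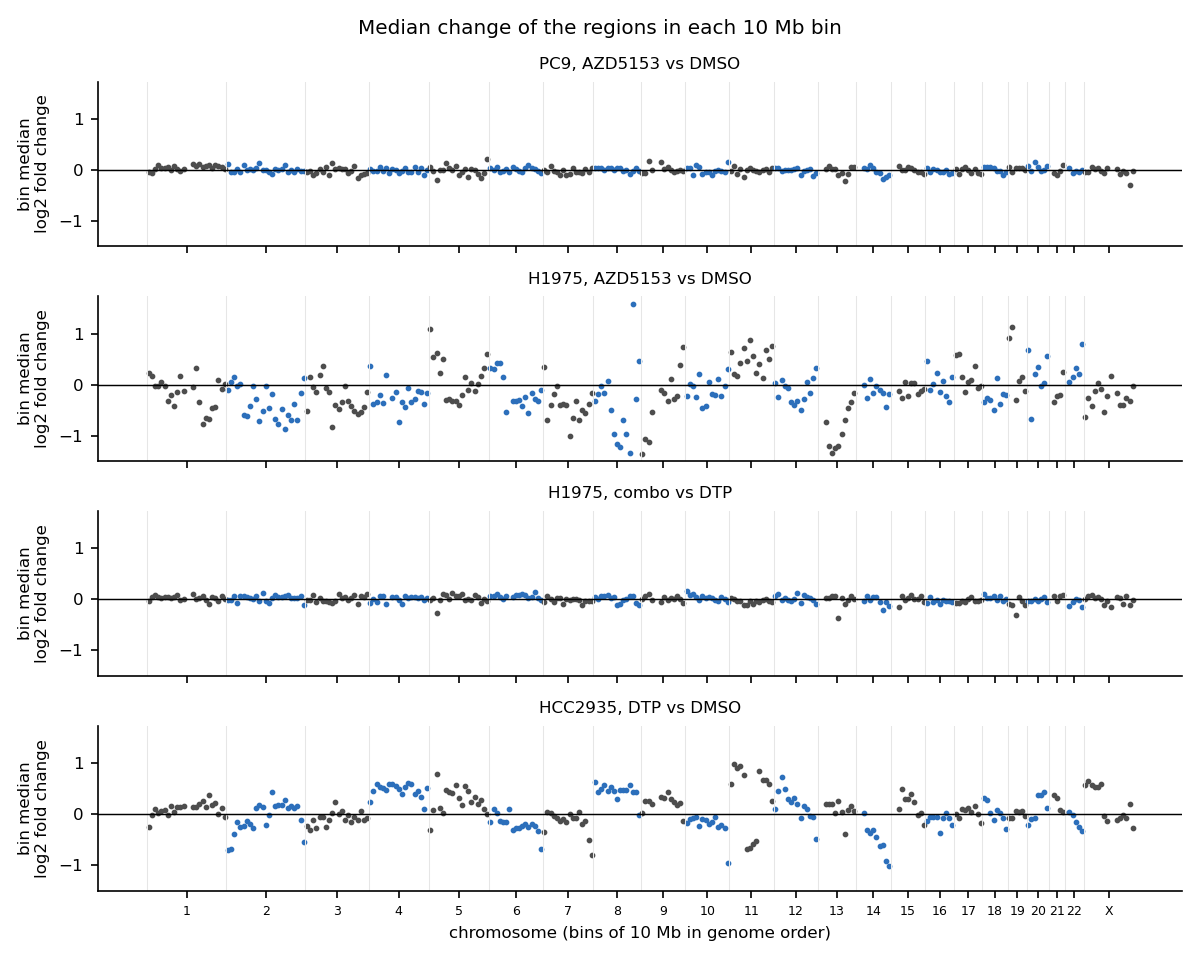
Median log2 fold change of the regions in each 10 Mb bin, in genome order along the horizontal axis, for 4 comparisons, with 1 point per bin and colours alternating between chromosomes. Bins run from -1.36 to 1.59 for AZD5153 against control in H1975, while the SD of the bins is 0.064 for the same comparison in PC9.

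A median change of each chromosome was taken for DTP against control and set against the median of all regions of the line. The largest deviations in HCC2935 were -0.59 on chromosome 14 and 0.46 on chromosome 4. In H1975 they were 0.13 on chromosome 13 and 0.12 on chromosome 21, and in HCC827 -0.14 on chromosome X and 0.12 on chromosome 14. PC9 deviated by -0.09 on chromosomes 22 and 2. Chromosome 14 was at -0.69 in HCC2935 without DTP replicate 3 and at 0.20 in HCC827 without DTP replicate 2, and chromosome 13 in H1975 was at 0.07 without DTP replicate 2.

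The promoter regions of 10 genes of MAPK output and of 22 YAP/TEAD target genes were tested as sets, for DTP against control and combo against DTP. By camera with a preset correlation of 0.01, 0 of the 16 tests passed after adjustment over the 16, and 2 had an unadjusted p under 0.05. The MAPK set in HCC2935 DTP had a median log2 fold change of -0.23, with 8 of 23 regions higher (camera p 0.00376, adjusted p 0.06015). The YAP/TEAD set in H1975 combo had a median of 0.31, with 42 of 49 regions higher (camera p 0.0209, adjusted p 0.167). The YAP/TEAD median for combo against DTP was 0.22 in HCC2935, with 28 of 35 regions higher (camera p 0.362, adjusted p 0.662). In DTP against control, the MAPK median was -0.10 in PC9 (camera p 0.0506, adjusted p 0.27). The median of all promoter regions lay between -0.003 in HCC827 DTP and 0.164 in H1975 combo, and camera compares a set with the other promoters. In 8 of the 16 tests the median, the mean and the direction of the test differed in sign. The H1975 DTP MAPK set had a median of 0.10 and a mean of 0.05 with a test direction of down, and the H1975 DTP YAP/TEAD set had a median of 0.04 and a mean of -0.02 with a direction of up. Under fry, which tests a set by itself, 6 tests passed: the MAPK set in DTP was down in PC9, HCC2935 and H1975, the MAPK set in H1975 combo was up, and the YAP/TEAD set in combo was up in HCC2935 and H1975. With an estimated correlation camera again passed 0 tests, with 2 at an unadjusted p under 0.05. In HCC827 the medians of both sets changed sign with the processing or with 1 library left out.

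The promoters of DUSP6, SPRY4, ETV5, CCN1, CCN2, AXL, MYC and HEXIM1 were read in every comparison whatever their result. DUSP6 (chromosome 12, 89352469 to 89352970 in PC9) was lower in DTP in PC9 (log2 fold change -0.72, SE 0.103, edgeR adjusted p 2.06e-10), HCC2935 (-0.77, SE 0.146, adjusted p 4.55e-05) and H1975 (-1.53, SE 0.107, adjusted p 2.81e-32). In PC9 the DTP libraries lay between 25 and 27.3 CPM and the control libraries between 42.2 and 44.4. DUSP6 was lower again in combo than in DTP in PC9 (-0.52) and H1975 (-0.62). With libraries summed the edgeR adjusted p of these 2 falls was 0.126 and 0.147, the highest in ranges over the alternatives that began at 7.31e-06 and 2.62e-06. SPRY4 (chromosome 5, 142324739 to 142325240 in PC9) was lower in DTP in PC9 (-0.84) and H1975 (-0.77). ETV5 (chromosome 3, 186108987 to 186109488 in H1975) was lower in DTP in H1975 (-0.53) and HCC2935 (-0.45). CCN2 (chromosome 6, 131951234 to 131951735 in H1975) was higher in H1975 DTP (0.96), in combo over DTP (0.94) and under AZD5153 alone (1.05). HEXIM1 (chromosome 17, 45148053 to 45148554 in H1975) was lower in H1975 DTP (-0.44, SE 0.092) and higher in combo than in DTP (0.33, SE 0.091, edgeR adjusted p 0.00337, range over the alternatives 0.0034 to 0.417). The HEXIM1 rise was no longer past the threshold without combo replicate 1 (0.28). MYC (chromosome 8, 127736011 to 127736512) rose by 1.60 in libraries labelled AZD5153 in H1975 (SE 0.053, edgeR adjusted p 1.47e-79), in a part of chromosome 8 that was itself shifted, and by 0.38 with regional medians removed. The MYC changes of 0.19 in H1975 DTP and -1.16 for the H1975 interaction turned to -0.10 and 0.04 with regional medians removed. ETV5 rose by 0.19 in combo over DTP in both PC9 and H1975, by 0.32 for the PC9 interaction and by 0.29 for the H1975 interaction, and all 4 values changed sign with loess offsets. ETV5 in PC9 combo was not past the threshold without DTP replicate 3 (0.13), and the same held in H1975 combo without DTP replicate 1 (0.15) or 3 (0.19) or combo replicate 2 (0.19) or 3 (0.16), and for the H1975 interaction without AZD5153 replicate 3 (0.19). The MYC rise in H1975 DTP was not past it without control replicate 2 (0.15) or DTP replicate 3 (0.16).

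Of the other called values, CCN1 (chromosome 1, 85580504 to 85581005 in PC9) was higher in combo than in DTP by 0.47 in PC9 and 0.35 in H1975, and under AZD5153 by 0.58 in H1975. It was not past the threshold in PC9 combo without DTP replicate 2 (0.38), nor in H1975 combo without DTP replicate 1 (0.27) or 3 (0.34) or combo replicate 1 (0.28) or 3 (0.37). CCN2 was higher by 0.38 in PC9 combo, but not past the threshold without DTP replicate 1 (0.36) or 2 (0.35) or combo replicate 1 (0.31) or 2 (0.38). In HCC2935 DTP CCN2 was higher by 0.51, but not past it without control replicate 1 (0.40) or 2 (0.46) or DTP replicate 2 (0.53). HEXIM1 was higher by 0.25 in PC9 combo, but not past it without DTP replicate 2 (0.23) or 3 (0.26) or combo replicate 1 (0.26). AXL (chromosome 19, 41226049 to 41226550 in H1975) changed by -0.55 in H1975 DTP, and was not past it without control replicate 2 (-0.42) or DTP replicate 1 (-0.36) or 3 (-0.52). Under AZD5153 in H1975 AXL was higher by 0.55, and was not past it without control replicate 1 (0.40) or AZD5153 replicate 1 (0.46). Under AZD5153 DUSP6 changed by -0.41 in PC9 and -0.53 in H1975, where it was -0.07 with regional medians removed. SPRY4 changed under AZD5153 by -0.49 in PC9 (-0.35 and not past it without control replicate 1) and by 0.36 in H1975 (0.23 and not past it without control replicate 2). SPRY4 also changed by -0.56 in H1975 combo (-0.45 and not past it without DTP replicate 2) and by -0.92 for the H1975 interaction. MYC was higher by 0.44 in H1975 combo, and by 0.10 with loess offsets.

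Of the 8 promoters, 2 were called over all regions for DTP, 5 for combo, 2 for AZD5153 and 1 for the interaction in PC9. Adjusted over the list alone the PC9 counts were 2, 5, 2 and 2. In H1975 the counts over all regions were 7, 7, 6 and 3 in the same order, and adjusted over the list alone they were the same. In HCC2935 3 were called over all regions for DTP, and 3 adjusted over the list alone. For combo in HCC2935 the lowest edgeR adjusted p over all regions was 0.0587, in a range over the alternatives from 0.0206 to 0.332, and 1 promoter was called adjusted over the list alone. In HCC827 7 of the promoters were tested, their edgeR adjusted p was 1 in both comparisons, and the lowest under any alternative was 0.102.

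The lines shared no library, so no shared library can raise the correlation of their changes. Trends with other features of the regions that are common to the lines could raise it, so chance need not give 0. Over 40308 regions that matched one to one between the 4 tables and were tested in each, Pearson's r of the DTP changes was 0.322 between PC9 and HCC2935, 0.323 between PC9 and HCC827, 0.406 between HCC827 and HCC2935, 0.41 between HCC2935 and H1975, 0.445 between PC9 and H1975 and 0.463 between HCC827 and H1975. Spearman's rho lay between 0.262 and 0.366. With loess offsets, which remove trends with abundance, Pearson's r was 0.307 to 0.451. These are correlations across regions, which are not independent replicates. The value moved most when DTP replicate 3 of HCC827 was left out, which took HCC827 and HCC2935 to 0.312. Called the same way in all 4 lines were 6 regions, 4 higher and 2 lower, against a median of 0 and a highest of 3 in 10000 shuffles of the calls (permutation p 1e-04, the smallest the shuffles can give). The count fell to 0 when control replicate 1, 2 or 3 or DTP replicate 1 or 2 of HCC827 was left out. With the replicate block in HCC827 it was 539, 262 higher and 277 lower, against a highest of 27 in the shuffles. In the 3 lines without HCC827, 3000 regions were called the same way, 974 higher and 2026 lower, against a highest of 675. The shuffles took all matched regions alike, whatever their abundance. Regions that are more readily called in every line because of their counts can thus add to the excess over the shuffles. The size of the excess of lower calls depended on scaling, with 1374 higher and 1689 lower under library size scaling.

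Of the 6 shared regions the rule named 5. An LGR5 intron (chromosome 12, 71581090 to 71581591 in H1975) was higher in DTP by 2.05 in PC9, 4.32 in HCC827 and 3.92 in HCC2935 on the log2 scale, and had 16 to 19.7 CPM against 0.135 to 0.309 in H1975. The distal region nearest to LINC01450 (chromosome 7, 40918736 to 40919237 in H1975) was higher by 1.35 in PC9, 2.64 in HCC2935 and 5.57 in H1975. A region nearest to RIPK2 (chromosome 8, 89805170 to 89805671 in H1975) was higher by 3.82 in PC9, 3.32 in HCC827 and 0.90 in H1975, and had 2.29 to 3.42 CPM against 0.295 to 0.626 in HCC2935. An HHAT intron (chromosome 1, 210373182 to 210373683 in H1975) changed by -1.46 in PC9, -4.00 in HCC827, -2.63 in HCC2935 and -2.89 in H1975. The CASC11 exon (chromosome 8, 127668619 to 127669120 in H1975) changed by -0.80, -2.87, -0.88 and -0.85 in the same order. In HCC827 RIPK2 and HHAT had an edgeR adjusted p of 0.0497 and were past the threshold in 7 of 17 and 10 of 18 alternatives, and in PC9 HHAT was past it in 15 of 16, the exception being without control replicate 1 (-1.01).

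**Figure D4:**
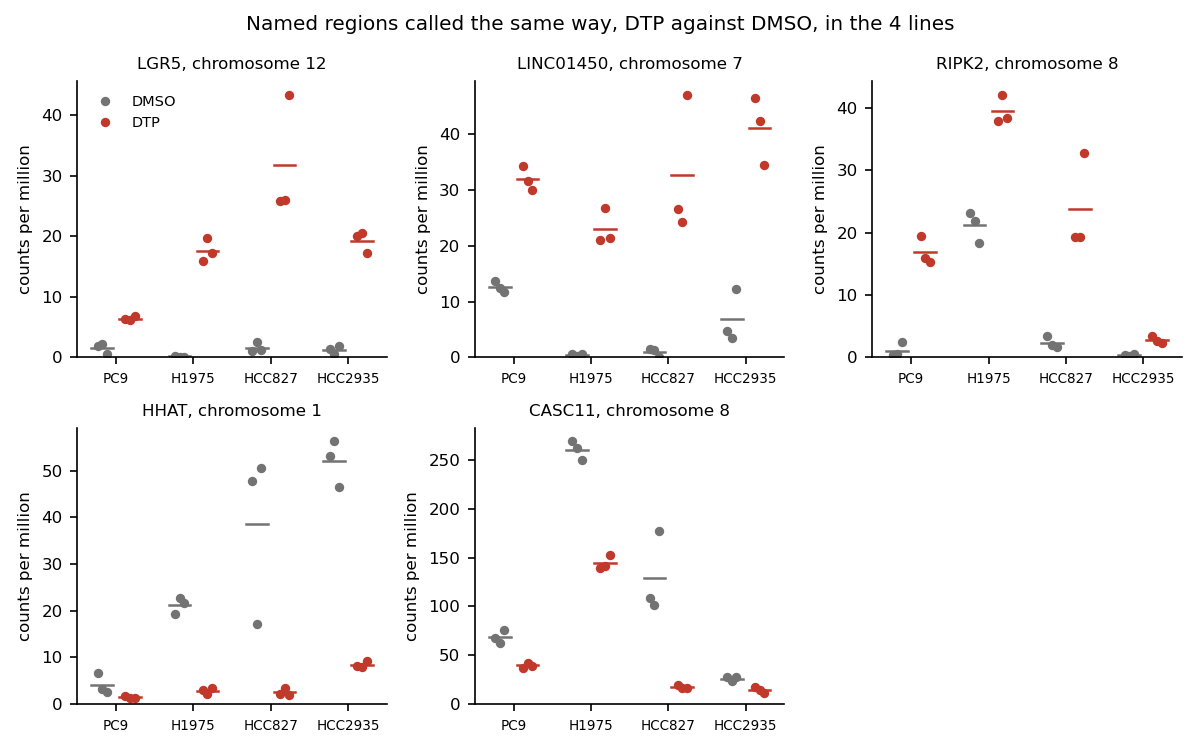
CPM (counts scaled by the size of the library, vertical axis) of the 5 named regions that were called the same way in the 4 lines, with 1 point per control (grey) or DTP (red) library and a bar at the mean of 3. At LGR5 the DTP libraries of H1975 lie between 16 and 19.7 and its control libraries between 0.135 and 0.309.

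A joint fit over the DTP and control libraries of the 4 lines tested whether the DTP effect differed between lines. It called 30729 of 78368 matched regions. The regions of the authors' annotated tables alone gave 8641 of 17854, DESeq2's likelihood ratio test gave 26629 and the 3 lines without HCC827 gave 35575. Library batch could not be separated from cell line in this fit. It also gave each region 1 dispersion for all lines, though the biological coefficient of variation fitted by line ran from 0.99% in PC9 to 45.05% in HCC827. The fit can thus understate the spread in HCC827 and overstate it in the other lines.

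The change from DTP to combo, with any effect of osimertinib withdrawal in it, and the AZD5153 effect in untreated cells share no library and had an r of 0.334 across 126506 regions in PC9 (rho 0.316) and 0.159 across 191202 regions in H1975 (rho 0.147). Of 10564 regions called in both PC9 comparisons 81.7% changed the same way, and of 25569 in H1975 61.7% did. The PC9 value fell to 0.304 without control replicate 1, and the H1975 value to 0.107 without DTP replicate 2, at which 56.8% of regions went the same way. With regional medians removed the H1975 value was 0.178, and 64.8% of the regions called in both went the same way. The AZD5153 side of the H1975 comparison rests on the libraries whose bin profile had a correlation of 0.375 with that of the control libraries.

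To ask whether combo cells kept the DTP state, regions were called without 1 DTP library and the shift of that library from control was compared with the shift of combo libraries. In PC9 the held-out DTP libraries were shifted by 0.939 ± 0.007 and the combo libraries by 1.085 ± 0.009 in the DTP direction (log2 scale; SD, n = 3; exact permutation p 0.1, the smallest possible). The shifts were 1.156 ± 0.067 and 1.162 ± 0.069 in HCC2935 (SD, n = 3; exact permutation p 0.9) and 1.108 ± 0.022 and 1.115 ± 0.004 in H1975 (SD, n = 3; exact permutation p 0.6). The combo minus DTP difference of 0.007 in HCC2935 was -0.010 at regions with an absolute log2 fold change of at least 1. In HCC2935, 38.7% of the regions called with all libraries lay in 10 Mb bins shifted by at least 0.3. The bin profile of DTP libraries there had a correlation of 0.987 with combo and 0.634 with control libraries. Shifts of whole bins thus enter the HCC2935 values, which were not taken again with regional medians removed. In HCC827 0 to 13 regions were called without 1 DTP library, and no value was taken.

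**Figure D5:**
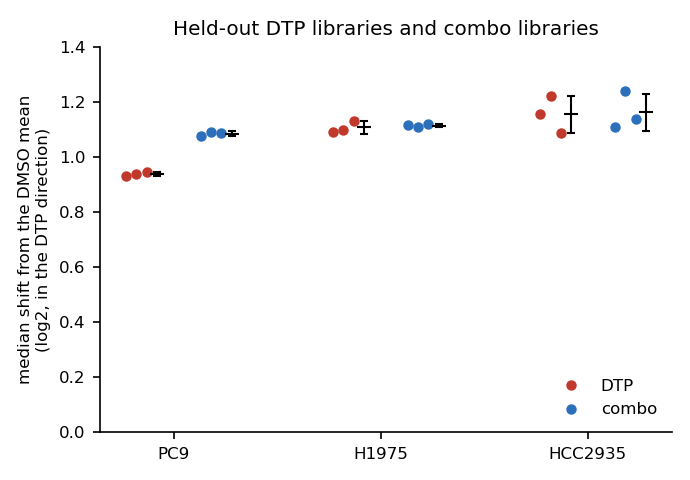
Median shift from the control mean, in the DTP direction on the log2 scale, of held-out DTP libraries (red) and combo libraries (blue) at regions called DTP against control, with 1 point per library and black marks for mean ± SD (n = 3). The PC9 combo libraries, at a mean of 1.085, lie above the PC9 DTP libraries at 0.939, and the groups overlap in H1975 and HCC2935.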

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

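The fits with other scalings were chosen before the data were examined, but their use here as a test of scaling was chosen after these counts were seen. The tests of repeat measurements and of other splits of the libraries were also chosen only then. The removal of regional medians was added after seeing the data.

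The AZD5153 effect in PC9 differed between DTP and untreated cells at 17424 regions by an interaction test, which is what brought it to a closer look. In 1 of 100 drawn splits of the libraries, the real one, were as many regions called (2771 of a sample of 20000 regions, against 1273 in the highest other split). The other splits mixed the libraries of all groups, so differences of DTP and of AZD5153 libraries from control entered them too. They ask whether the groups differ at all, and cannot exclude chance for the interaction. The lowest count under the other scalings was 15071, and with regional medians removed 17032 regions were called, which argues against scaling and regional shifts as the whole cause. With the libraries of each group summed and the dispersion of HCC2935, 4573 regions were called. That the 3 libraries of a PC9 group are repeat measurements of 1 culture stays open, because the labels call them biological triplicates while their spread was close to counting noise, and in that case a difference between single cultures may account for part of the count. Withdrawal of osimertinib in the combo cells, which the labels neither give nor exclude, stays open as untested. A biological difference between DTP and untreated cells in their response stays open and was not tested apart from these.

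In H1975 the AZD5153 effect differed between DTP and untreated cells at 81348 regions by the same interaction test. The real split called 8476 of 20000 regions and the highest other split 3074 (1 of 100 splits as large). These splits also mixed the libraries of all groups, so they cannot exclude chance for the interaction either. The lowest count under the other scalings was 81298. With regional medians removed 72081 regions were called, so shifts shared by neighbouring regions were not the whole cause, though 51.7% of the called regions lay in bins shifted by at least 0.3. With libraries summed 46007 regions were called, and repeat measurement of 1 culture stays open here as in PC9. The interaction rests on the libraries labelled AZD5153 in H1975, whose bin profile had a correlation of 0.375 with that of the control libraries, against 0.983 between DTP and combo libraries. Whether these libraries come from the same stock of cells as the other H1975 groups stays open. Over 297 bins, the interaction shifts mirrored those of AZD5153 against control, which they contain (correlation -0.986, slope -0.993). The SD of the bins was 0.433 for the interaction and 0.068 for combo against DTP. Withdrawal of osimertinib can act only in combo against DTP. To cause the bin shifts it would have to cancel the AZD5153 shifts bin by bin, which argues against it for these shifts. For changes of regions within bins, withdrawal in the combo cells stays open here too. A biological difference in the response to AZD5153 stays open and was not tested apart from these.

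The DTP effect differed between the 4 lines at 30729 of 78368 matched regions by a joint interaction test. In 1 of 100 drawn splits, the real one, were as many called (7490 of 20000 regions, against 3761 in the highest other split). The other splits mixed DTP and control libraries within each line, so they ask whether DTP differs from control in any line. They cannot exclude chance for a difference between lines. They also take the libraries as separate samples that could be exchanged. That was not so in HCC827, where the DTP and control libraries of a replicate number deviated together (correlation 0.313 to 0.604). With a block by replicate number 31550 regions were called. All lines shared 1 dispersion per region in the joint fit, which can understate the spread in HCC827. Repeat measurement of 1 culture in PC9 and H1975 stays open here as above. The lowest count under the other scalings was 30173, and with regional medians removed it was 27512, which argues against both as the whole cause. The library batch cannot be told apart from the cell line, because each line was a set of libraries of its own. A biological difference between the lines stays open as untested.

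For the comparisons of 3 libraries with 3, these splits by themselves cannot exclude chance, because 10 splits cannot give a share under 0.1. The real split was the 1 of 10 with the most called regions in PC9 (35908 for DTP, 25130 for combo and 30236 for AZD5153), H1975 (90498, 40007 and 101234) and HCC2935 (53631 and 15437), and for DTP in HCC827 (23), where the highest other split of each gave 0. For combo against DTP in HCC827 all 10 splits gave 0.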

How the results depend on the processing

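The dispersion of HCC2935, the summed libraries, the removal of regional medians, all tested regions as background of the promoter sets, the HCC827 block in the cross-line counts, the joint fit of 3 lines, the filter at a mean of 50 counts for the AZD5153 concordance and the block for chromosome medians were chosen after seeing the data. Of the values that answer a comparison, 210 under other processing and 354 with 1 library left out kept their direction and side of the threshold, or stayed within 1.5 times a count or the spread of a value, while 64 and 35 moved and 4 and 7 changed sign. Of the values of single regions and sets, 1118 and 604 stayed, 89 and 65 were no longer past the threshold, 15 and 2 passed it newly, and 38 and 19 changed sign.

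With the filter at a mean of 50 counts fewer regions were tested. In the order DTP against control, combo against DTP, AZD5153 against control and interaction, it gave 7740, 6622, 7021 and 4475 called regions in PC9 and 25872, 13979, 31336 and 27362 in H1975. It gave 10947 for DTP and 3994 for combo in HCC2935, 40 for DTP in HCC827 and 10473 in the joint fit. The authors' annotated regions alone, also fewer, gave 50276, 25028, 57404 and 48534 in H1975, 30719 for DTP in HCC2935, 234 for DTP in HCC827 and 8641 in the joint fit. A log2 fold change of at least 1, which can only remove calls, left 22249, 11732 and 16771 for DTP, combo and AZD5153 in PC9, 62176 for DTP and 13053 for combo in H1975, and 7343 for combo in HCC2935. With no filter, where more regions share the adjustment, 11329 regions were called for the PC9 interaction, 168 for DTP in HCC827 and 7789 for combo in HCC2935, and the cause was not tested.

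The larger direction of the called regions also changed. With loess offsets it was 7159 higher and 7912 lower for the PC9 interaction, 51603 and 48769 for DTP, 15807 and 17554 for combo, 57641 and 54536 for AZD5153 and 40690 and 41587 for the interaction in H1975, and 28347 and 29497 for DTP in HCC2935. With no filter it was 15673 and 13929 for AZD5153 and 5285 and 6044 for the interaction in PC9, and at a log2 fold change of at least 1 it was 5196 and 6490 for the PC9 interaction. The near even split of DTP in HCC2935 also turned with the block (29050 and 29115), regional medians removed (24486 and 24626), the groups compared only (25985 and 27646), the annotated regions (14838 and 15881), the filter at 50 counts (4917 and 6030) and without control replicate 3 (26825 and 27777). With the filter at 50 counts it was 2143 and 2332 for the PC9 interaction and 6748 and 7231 for combo in H1975. For DTP in HCC827 it was 27 higher and 42 lower with limma voom, 12 and 28 with the filter at 50 counts and 7067 and 8673 with the dispersion of HCC2935, against 13 and 5. The cause was not tested.

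DESeq2 called 25161, 12501, 18774 and 7715 regions in PC9, 17073 for combo in H1975, 4677 for combo in HCC2935 and 434 for DTP in HCC827, and the cause was not tested. For DTP in HCC827, limma voom called 69 regions, library size scaling 9 and regional medians removed 47, and the cause was not tested. The dispersion of HCC2935, which is larger than that of PC9 and H1975 and smaller than that of HCC827, gave 18711 for combo and 10866 for the interaction in PC9, 22203 for combo in H1975, and 15740 for DTP and 5305 for combo in HCC827, where the smaller dispersion understates the spread between libraries. With libraries also summed, which leaves 1 sample per group, the counts were 20553, 7407, 14657 and 4573 in PC9, 63258 for DTP, 4380 for combo and 46007 for the interaction in H1975, 5126 for combo in HCC2935, and 10186 for DTP and 2793 for combo in HCC827, again at a dispersion of 0.0103 where its own was 0.203. The replicate block gave 3191 for DTP and 25 for combo in HCC827. In PC9, H1975 and HCC2935, where the deviations of libraries with the same number had correlations from -0.071 to 0.206, the block moved no count by more than 1.5 times.

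With only peaks of −log10 q of at least 5 the DTP minus control difference in peak number changed sign to -1551 in PC9, -3732 in HCC827 and 24238 in HCC2935, and the cause was not tested. The number of promoter sets passed was 6 by fry, 3 with promoters within 10 kb, 2 with loess offsets, 2 with all tested regions as background, 1 with limma voom and 1 with the filter at 50 counts, and the cause was not tested. The count of regions called the same way in 4 lines was 2 with library size scaling, 16 with regional medians removed and 539 with the HCC827 block. At regions with a log2 fold change of at least 1 the combo minus DTP difference in the retained state changed to -0.010 in HCC2935. The cause of these changes was not tested.

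Medians of promoter sets changed sign as follows, and the cause was not tested. The YAP/TEAD set in PC9 DTP became 0.052 with library size scaling, 0.012 with loess offsets, 0.018 with limma voom, 0.039 in the authors' annotated regions and 0.021 with the groups compared only. In PC9 combo it became -0.038, -0.029, -0.019 and -0.017 under the first 4 of these and -0.151 within 10 kb, and the MAPK set became -0.002 with loess offsets and -0.071 within 10 kb. In HCC827 DTP the MAPK set became 0.057 with limma voom and 0.037 with regional medians removed, and the YAP/TEAD set 0.068 with the filter at 50 counts. In HCC827 combo the MAPK set became 0.020 with DESeq2 size factors, 0.034 with loess offsets, 0.022 with DESeq2, 0.013 with limma voom, 0.136 with the filter at 50 counts and 0.061 in the annotated regions, and the YAP/TEAD set -0.108 with limma voom and -0.093 within 10 kb. In H1975 DTP the MAPK set became -0.072 with the filter at 50 counts and -0.111 within 10 kb, and the YAP/TEAD set -0.004 with limma voom, -0.056 with regional medians removed and -0.006 within 10 kb. In H1975 combo the MAPK set became -0.021 with the filter at 50 counts.

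Of the named regions, ETV5 became -0.11 in PC9 combo, -0.12 for the PC9 interaction, -0.11 in H1975 combo and -0.12 for the H1975 interaction with loess offsets. For the H1975 interaction it became -0.02 with library size scaling, -0.01 with the filter at 50 counts and -0.19 with regional medians removed. With regional medians removed MYC in H1975 became -0.10 in DTP and 0.04 for the interaction, in a bin that was itself shifted. For ETV5 the cause was not tested. Values of 58 uncalled promoters of the panel are not listed one by one, and 28 of them changed sign under at least 1 alternative, a restriction decided after seeing them.

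With 1 library left out, DTP against control gave 34850 to 36054 regions in PC9, 91954 to 98821 in H1975, 44965 to 55620 in HCC2935 and 0 to 13 in HCC827. Combo against DTP gave 22166 to 23523 in PC9, 27806 to 33928 in H1975, 6667 to 9066 in HCC2935 and 0 in each case in HCC827. AZD5153 against control gave 27576 to 28862 in PC9 and 105260 to 110411 in H1975, and the interaction 14707 to 15965 and 75844 to 82257. The joint fit gave 26392 to 32889. The difference in peak number for DTP ranged from 11329 to 29962 in PC9, from 24770 to 36722 in H1975 and from -85437 to -33163 in HCC2935, and for combo from -18734 to -12524 in PC9 and -24659 to -15992 in H1975. It ranged from -4558 to 14076 for AZD5153 in PC9, from -11782 to 52316 for DTP and -53397 to 10701 for combo in HCC827, from -13220 to 2168 for combo in HCC2935 and from -31697 to 14011 for AZD5153 in H1975. The promoter sets passed were 0 to 1, with 1 without control replicate 1 or DTP replicate 1 of HCC2935. Set medians ranged from -0.077 to 0.008 for YAP/TEAD in PC9 DTP, from -0.016 to 0.122 in PC9 combo and from -0.003 to 0.093 in H1975 DTP. In HCC827 they ranged from -0.256 to 0.218 for MAPK and -0.283 to 0.113 for YAP/TEAD in DTP, and from -0.334 to 0.238 and -0.351 to 0.198 in combo. The correlation of DTP changes ranged from 0.422 to 0.448 between PC9 and H1975 and from 0.312 to 0.416 between HCC827 and HCC2935, and regions called the same way in 4 lines from 0 to 6. The AZD5153 concordance ranged from 0.304 to 0.326 in PC9 and from 0.107 to 0.201 in H1975. Deviations of chromosomes ranged from -0.117 to -0.090 for 22 and -0.093 to -0.089 for 2 in PC9, from 0.094 to 0.202 for 14 and -0.186 to -0.110 for X in HCC827, from 0.068 to 0.182 for 13 and 0.090 to 0.136 for 21 in H1975, and from -0.689 to -0.583 for 14 and 0.456 to 0.492 for 4 in HCC2935. Leaving out a library changes depth and the number of regions tested, and the cause of these changes was not tested further.

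GC offsets, alone or with the block, and the motif odds ratios with their alternatives were not run, since no genome was used. The groups compared only are the design itself for the joint fit and need all groups for the interaction. In HCC827, at its depth and with its dispersion without the block, edgeR recovered 3.0% and DESeq2 22.7% of simulated 4-fold changes, against 75.8% by edgeR in PC9, and the part of depth in this was not tested apart from the spread.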

Other observations

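The tests of a swap between lines, of an effect of AZD5153 that does not depend on osimertinib, of replicate number as a batch in HCC827 and of repeat measurement were chosen only after the result was seen.

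Libraries labelled AZD5153 in H1975 differed from control over whole 10 Mb bins, with shifts from -1.36 to 1.59. A trend with the density of promoters is argued against as the whole cause by a Spearman correlation of 0.24 between the shift and the share of promoter regions, and a part of the shifts going with it stays open. A swap with another of the 4 lines is argued against by the highest correlation of a bin profile with another line, -0.078. Cells of another of the 4 lines mixed in are argued against as the whole cause, since the highest correlation of the shift with the difference of another line from control was 0.372, but a small admixture stays open. An effect of AZD5153 on whole bins that does not depend on osimertinib is argued against by a slope of -0.028 of the combo shift on the AZD5153 shift. A different number of gene copies in the cells of these libraries may account for the shifts and stays open. Promoter shifts followed those of the other regions of a bin with a correlation of 0.727 but a slope of 0.521, where copies would give 1. An effect of AZD5153 that depends on osimertinib also stays open, as untested.

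HCC2935 DTP libraries differed from control in the same way, with bins from -1.03 to 0.97. The shift had a Spearman correlation of 0.077 with the share of promoter regions, and the highest correlation of a control bin profile with another line was -0.174, which argue against promoter density as the whole cause and against a swap. The correlation of the shift with the difference of another line was at most 0.447, against cells of another line as the whole cause, and a small admixture stays open. A different number of gene copies may account for the shifts and stays open, with a slope of 0.601 and a correlation of 0.828 between promoters and other regions. Combo libraries had the bin profile of DTP libraries (correlation 0.987), so the shifts set both osimertinib groups apart from the control libraries. Whether they go with osimertinib, with the cells that were under it or with the control cells cannot be told apart here. A biological difference between DTP and control cells stays open as untested.

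In HCC827, replicate 3 of each group stood apart from replicates 1 and 2. Origin in another of the 4 lines is argued against by a highest correlation of -0.147 with another line's profile. Cells of another line mixed in are argued against as the whole cause by a highest correlation of 0.489, and a small admixture stays open. The deviations of replicate 3 had a correlation of 0.604 between control and DTP libraries and 0.827 between DTP and combo libraries. A batch shared by the replicate 3 libraries would give this. The share of counts in the annotated regions was 48.16% (control), 48.54% (DTP) and 50.13% (combo) in replicate 3. In replicates 1 and 2 it was 31.7% to 39.72%. A batch was not told apart from this difference in share between libraries. The labels name no batch.

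PC9 and H1975 libraries of a group differed by little more than counting noise. At the 5% of regions with the highest counts, the highest ratio of the variance to counting noise among the 24 pairs was 1.378. Repeat measurement of 1 culture may account for this and stays open, since a low spread between separate cultures would look alike. The lowest ratios at these regions were 0.865 (SE 0.014) for a pair of H1975 AZD5153 libraries and 0.882 (SE 0.018) for a pair of PC9 AZD5153 libraries. Independent counting gives no ratio that far below 1, for repeat measurements or for separate cultures. Neither accounts for these pairs by itself, and their cause was not tested. No biological explanation was tested.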
